A study of Saccharomyces cerevisiae with 30 samples. Its data were reported in "UV induced ubiquitination of the yeast Rad4–Rad23 complex promotes survival by regulating cellular dNTP pools" (2015).

How the data were processed

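The samples were 30 Affymetrix Yeast S98 arrays of budding yeast, 1 RNA sample per array, in 12 groups: 4 strains, each untreated, 15 min after UV and 60 min after UV. Per the labels, the cells were BY4742 *rad7*Δ carrying a *HIS3* plasmid with wild-type *RAD7* (pRAD7) or with *RAD7* mutated in its SOCS box (psocs), each also with *RAD23* deleted, grown in medium without histidine at 30°C to late log phase. The UV dose was 100 J/m2 at 254 nm. Each group of the pRAD7 and psocs strains had 3 arrays and each group of the *rad23*Δ strains had 2. The labels call the replicates biological and number them but do not say whether these were separate cultures, so the p-values measure only the spread between these samples.

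The deposited intensities were MAS 5.0 signals on a linear scale, each array scaled by the authors to one trimmed mean (about 500), with no other normalization between arrays. The labels name MAS 5.0 and Expression Console for this step, and their versions are not given in the sources used here. In the deposited values the mean of the middle 96% of each array was between 500.3 and 500.5. Of the 9335 probe sets, 60 were controls, 6504 (70.1%) had 1 gene name, 328 had several names and 2443 had none in the annotation used. Names were brought to those of the R64 gene table through the gene identifier, and only gene lengths were used from its coordinates. Only probe sets with 1 name were tested, 1 per gene (the one with the highest mean over the 30 arrays), which gave 5656 genes, and 208 of the tested genes rest on a probe set whose name marks shared or incomplete probes.

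Values under the 10th percentile of all non-control values (a signal of 8.50) were set to it, and log2 was taken. The array medians ranged from 6.81 to 7.28 on the log2 scale, more than the tolerance of 0.2 fixed beforehand, so each array was centred on the median of the medians, which moved single arrays by -0.33 to 0.13. Genes with a mean under the 25th percentile of all genes (a log2 signal of 6.53) were left out as dim, and 4242 were tested. An array gives no count depth. The number of arrays limits the precision: the median standard error of a log2 change was 0.18 after UV in pRAD7, against 0.25 for a difference between the pRAD7 and psocs responses.

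Group means were fitted to all 30 arrays at once with limma 3.58.1 in R 4.3.3 (eBayes with a trend), the 20 comparisons were taken as contrasts, and p-values were adjusted per comparison by the Benjamini-Hochberg method over the 4242 genes. A gene was called at an adjusted p under 0.05, and the number changed at least 2-fold was counted beside it. A difference between responses is an interaction: the change after UV in one strain minus the change in another. Errors of log2 changes are the standard errors of limma, and errors of signals are SD over the arrays of a group. Gene lists written from general knowledge of yeast, covering DNA damage, stress, protein turnover, ribosome synthesis, the cell cycle and metabolism, were tested against all other genes with camera at a preset correlation of 0.01 where at least 5 members were tested, which held for 24 lists, with adjustment over the 24. Camera with an estimated correlation and fry were run beside it. A list member is said to have risen or fallen where its adjusted p over all genes was under 0.05, and counts adjusted over the list alone are given where they differ by more than 1. Over all 20 comparisons camera called 184 lists, and 6 of these calls held with an estimated correlation.

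The rules for naming genes were fixed before the data were examined, as were the comparisons, the lists and the thresholds. They name the genes the study discusses, up to 10 genes per direction with the largest change among those called whose groups did not overlap in any array and whose higher group lay above the median of all probe sets (log2 6.94), and 2 to 4 members per list with the largest change. Of the genes these rules give, the text prints a part. The alternatives planned were no filter on dim genes, a stricter filter at the 50th percentile, no floor, quantile normalization, a fit to only the groups compared, the replicate number as a block, each array left out in turn, and for the lists the other tests. Added after seeing the data were the values as deposited without centring, a fit without 2 arrays of the *rad23*Δ strains that showed little stress induction at 15 min, and a block crossed with strain. Recovery of changes of known size was tested on simulated data. In the 60 min difference between psocs *rad23*Δ and pRAD7, 10.4% of added 1.5-fold, 53.7% of added 2-fold and 97.0% of added 4-fold changes were called. Of the calls there, 8.5% were false. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Probe sets with no single gene name entered no gene test.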

Results

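Transcript levels were measured on 30 arrays from 4 budding yeast strains that differ in *RAD7* and *RAD23*. Rad7 is part of an E3 ubiquitin ligase of global genome nucleotide excision repair, which ubiquitinates Rad4 after UV, and Rad23 is the partner of Rad4. The pRAD7 strain carries wild-type *RAD7* on a plasmid and serves as the control, while the psocs strain carries *RAD7* with point mutations in the SOCS box that block the ubiquitination. Both plasmids were also studied in cells without *RAD23*, named here pRAD7 *rad23*Δ and psocs *rad23*Δ. Every strain was sampled untreated, 15 min and 60 min after UV, with 3 arrays per group for pRAD7 and psocs and 2 per group for the *rad23*Δ strains. The number of arrays limits the precision. Changes are given as log2 ± SE relative to the median of all genes, which the centring of the arrays sets. In the values as deposited, without centring, the median change of all genes moved by -0.12 at 15 min and 0.27 at 60 min in pRAD7, by 0.20 at 60 min in psocs, by -0.18 and -0.15 in pRAD7 *rad23*Δ, and by -0.14 at 15 min in psocs *rad23*Δ.

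The strain labels were checked on the genes that were deleted or replaced. *RAD23* had a deposited signal of 1097 ± 295 (SD, n = 18 arrays) in strains with the gene. In the *rad23*Δ strains it was 2.31 ± 0.992 (SD, n = 12), at most 4.40 and under the floor of 8.50, so it was at least 129-fold lower. *URA3*, which is absent from the BY4742 background, read 3.01 ± 2.32 (SD, n = 18) in the strains with *RAD23* and 418 ± 92.9 (SD, n = 12) in the *rad23*Δ strains. *LEU2* (23.8 ± 8.88) and *LYS2* (3.33 ± 2.49; SD, n = 30) were low throughout. *RAD7* read 549 ± 297 (SD, n = 15, from 242 to 1167) with the pRAD7 plasmid and 37.3 ± 11.05 (SD, n = 15, from 17.4 to 54.2) with the psocs plasmid. The alpha mating genes, which cells of BY4742 express, had a median signal of 5323 in untreated pRAD7 over 4 genes. The 7 genes of the a mating type had a median of 22.8 and the 16 sporulation genes one of 19.8, and 6 and 16 of these lay below the filter on dim genes.

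**Figure D1:**
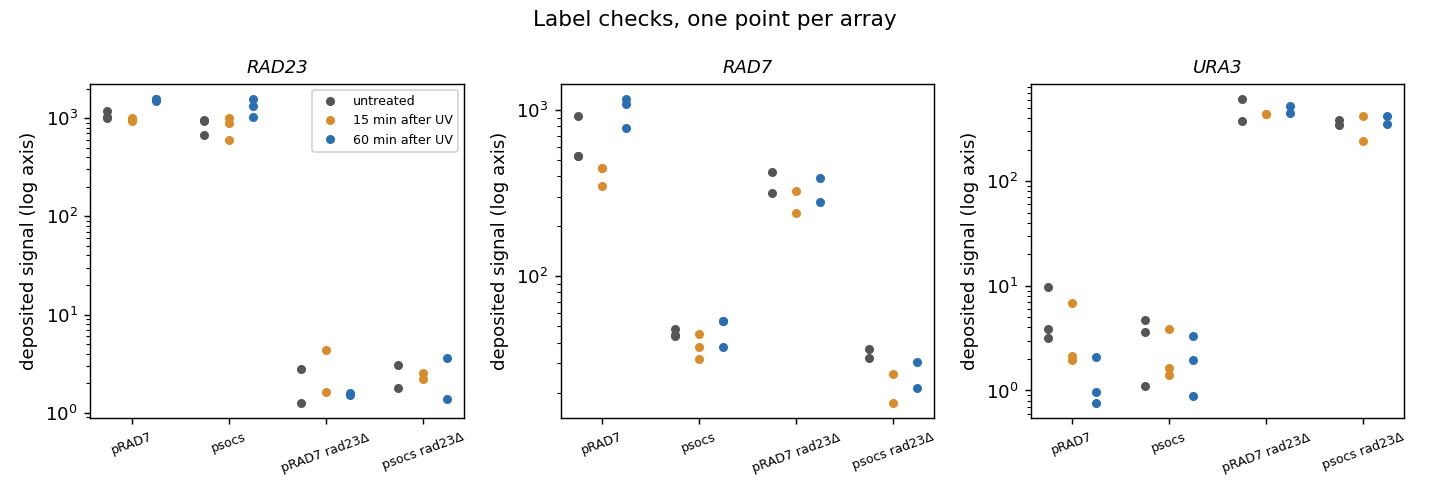
Deposited signal (log axis, 1 point per array) of RAD23, RAD7 and URA3 in the 4 strains, coloured by time after UV. RAD23 is at or below 4.40 in all 12 rad23Δ arrays, and RAD7 is at or below 54.2 in all 15 arrays with the psocs plasmid.

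The first question was what UV does to transcript levels in cells with intact *RAD7* and *RAD23*. The genes with the highest rises at 15 min in pRAD7 have functions in sugar metabolism, respiratory growth and protein folding, among others. *RTC3* rose by 5.60 ± 0.46 (adjusted p = 6.35e-09), *SOL4*, a 6-phosphogluconolactonase of the pentose phosphate pathway, by 5.23 ± 0.41, *RGI1*, which acts in respiratory growth, by 5.22 ± 0.60, and *CYC7*, a minor cytochrome c, by 5.11 ± 0.46. The membrane stress protein gene *HSP30* rose by 5.09 ± 0.64, the small heat shock protein gene *HSP42* by 4.99 ± 0.27 (adjusted p = 6.81e-12), the protein quality control regulator *ROQ1* by 5.01 ± 0.40, the hexokinase gene *HXK1* by 4.64 ± 0.59 and the glycogen synthase gene *GSY1* by 4.51 ± 0.65. The largest falls were in *HMT1*, an arginine methyltransferase of RNA-binding proteins (-2.92 ± 0.32, adjusted p = 3.88e-07), the transporter gene *AQR1* (-2.88 ± 0.39), *IFH1*, a coactivator of ribosomal protein genes (-2.76 ± 0.49), the ribosome assembly helicase *DBP7* (-2.51 ± 0.29), *CDC39*, the scaffold of the Ccr4-Not complex (-2.28 ± 0.17, adjusted p = 2.86e-09), and *TRA1* of the SAGA and NuA4 complexes (-2.26 ± 0.24). Of the damage genes the study discusses, *DDR2* rose by 3.46 ± 0.51 (adjusted p = 1.43e-05), and the ribonucleotide reductase genes *RNR2* by 0.45 ± 0.16, *RNR3* by 0.88 ± 0.22 and *RNR4* by 0.44 ± 0.10. The kinase gene *DUN1* rose by 0.65 ± 0.15, *RFX1*, the gene of the repressor Crt1, by 0.73 ± 0.16, *CHK1* by 0.51 ± 0.19 and *HUG1*, an inhibitor of ribonucleotide reductase, by 0.62 ± 0.23, whereas *RNR1*, the main large subunit, fell (-0.55 ± 0.15, adjusted p = 0.00615). *SML1* (-0.05 ± 0.11), *TEL1* (-0.06 ± 0.15), *GPG1* (0.43 ± 0.40) and *ACT1* (-0.01 ± 0.13) were not called. In all, limma called 1584 of 4242 genes, 983 higher and 601 lower, 441 of them at least 2-fold. In 2117 of the 4242 tested genes (49.9%), 1509 of them called, no untreated array overlapped a UV array, where chance gives 10% with 3 arrays against 3. The share of called genes that were higher was 62.1% after centring and 46.2% in the values as deposited.

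Among the gene lists at 15 min in pRAD7, the stress genes of the Msn2/4 activators moved most: 35 of 37 rose (median 3.02, camera adjusted p = 3.42e-22, adjusted p = 0.185 with an estimated correlation). Of 27 chaperone genes 21 rose (24 adjusted over the list alone), among them *HSP30* and *HSP42* above, *BTN2*, an aggregate-sorting factor, by 4.22 ± 0.23 and the Hsp90 gene *HSP82* by 3.41 ± 0.26 (camera adjusted p = 5.67e-14, and adjusted p = 0.140 with an estimated correlation). Proteasome genes rose in 27 of 37 cases (29 adjusted over the list alone), *RPN4*, the gene of their activator, by 1.56 ± 0.20 and *UMP1* by 0.69 ± 0.16, with camera adjusted p = 4.15e-06 and adjusted p = 0.196 with an estimated correlation. Respiration genes rose in 23 of 45 cases, *MCR1* by 2.02 ± 0.27 and *SDH2* by 1.40 ± 0.33 (camera adjusted p = 3.17e-04, adjusted p = 0.506 with an estimated correlation). Of 22 oxidative stress genes 11 rose (13 adjusted over the list alone), *SRX1* by 1.57 ± 0.27 and *GRE2* by 1.34 ± 0.23, and of 22 genes of ubiquitin handling 8 rose, *UBI4* by 1.78 ± 0.23 and *DDI1* by 0.91 ± 0.15 (adjusted p = 0.185 and 0.185 with an estimated correlation). Genes regulated by Crt1 rose in 6 of 9 cases (camera adjusted p = 0.0123, adjusted p = 0.226 with an estimated correlation), and *YLR345W* among them rose by 1.65 ± 0.28. Ribosome biogenesis genes fell in 46 of 98 cases (52 adjusted over the list alone), such as *SPB1* (-1.94 ± 0.28) and *NOG1* (-1.72 ± 0.29) (camera adjusted p = 5.22e-14, adjusted p = 0.493 with an estimated correlation). RNA polymerase I and III genes fell in 9 of 21 cases (12 adjusted over the list alone), *RPO31* (-1.82 ± 0.26) and *RPA12* (-1.34 ± 0.22), and G2/M and M/G1 genes in 13 of 29, *CLB1* (-1.93 ± 0.21), *SCW11* (-1.79 ± 0.27) and *AMN1* (-1.55 ± 0.16) (adjusted p = 0.506 and 0.140 with an estimated correlation). G1/S genes fell in 9 of 29 cases, *CLN1* (-1.07 ± 0.23) and *PCL2* (-1.05 ± 0.32) (camera adjusted p = 0.0205, adjusted p = 0.506 with an estimated correlation). Both tested histone genes fell, *HTB2* (-1.23 ± 0.19) and *HTB1* (-1.18 ± 0.13). Camera called none of the remaining 13 lists: the nucleotide excision repair list had 2 risen and 4 fallen genes of 15, with *MET18* at -1.04 ± 0.33 (not called without untreated replicate 2 or 3 or 15 min replicate 1, -0.87 to -0.81), *SSL2*, a helicase of TFIIH, at 0.47 ± 0.10 and *TFB1*, another TFIIH subunit, at -0.83 ± 0.17, and 1 of the 5 tested checkpoint genes rose and 2 fell (*DPB11* -0.92 ± 0.16). In the list of recombination genes and the single-strand binding protein RPA, *RFA1* rose by 0.70 ± 0.16 and *RFA2* by 0.64 ± 0.17.

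At 60 min after UV in pRAD7, *RNR2*, *RNR3* and *RNR4* were higher and *RNR1* was not, and transcripts of ribosome synthesis genes were lower. *RNR3* rose by 3.64 ± 0.22 (adjusted p = 1.88e-11), which is 12.5-fold between the means of log2 values. Its arithmetic mean centred signal was 70.1 ± 23.7 untreated and 839 ± 72.8 at 60 min (SD, n = 3). *RNR2* rose by 1.12 ± 0.16 (adjusted p = 1.44e-06), *RNR4* by 0.68 ± 0.10 (adjusted p = 3.73e-06) and *DUN1* by 1.39 ± 0.15 (adjusted p = 5.12e-08). *RNR1* was at its untreated level (0.07 ± 0.15, adjusted p = 0.710). *HUG1* rose by 4.36 ± 0.23 (adjusted p = 2.84e-12), *DDR2* by 4.14 ± 0.51, *GPG1*, a G protein subunit mimic, by 2.94 ± 0.40, *RFX1* by 0.84 ± 0.16 and *CHK1* by 0.73 ± 0.19, and the checkpoint kinase gene *TEL1* fell (-0.61 ± 0.15). *SML1*, which encodes an inhibitor of ribonucleotide reductase, read -0.41 ± 0.11 (adjusted p = 0.00316) and *ACT1* -0.51 ± 0.13, but after quantile normalization these became 0.20 and 0.22. The highest rises were in *RTN2*, a reticulon of the endoplasmic reticulum (6.14 ± 0.51, adjusted p = 1.43e-09), *RTC3* (6.12 ± 0.46), *SOL4* (5.97 ± 0.41), *FMP16* (5.93 ± 0.47), the catalase gene *CTT1* (5.59 ± 0.55), the glutamate decarboxylase gene *GAD1* (5.55 ± 0.47) and *HXK1* (5.37 ± 0.59). The deepest falls were in *AAH1*, an adenine deaminase (-3.81 ± 0.35, adjusted p = 4.92e-09), the ribosomal protein gene *RPL7B* (-3.78 ± 0.38), the RNA helicase gene *DBP2* (-3.61 ± 0.24, adjusted p = 8.42e-11), and the ribosome assembly genes *UTP20* (-3.21 ± 0.26), *KRE33* (-3.19 ± 0.25), *RPF2* (-3.14 ± 0.27) and *NSR1* (-3.03 ± 0.29). The changes covered 2749 genes, 1219 higher and 1530 lower, 1269 of them at least 2-fold, and in 2997 of all tested genes (70.7%), 2661 of them called, no untreated array overlapped a UV array. Of the called genes 44.3% were higher after centring and 60.3% in the values as deposited.

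At 60 min in pRAD7 all 9 Crt1-regulated genes rose (median 1.47, camera adjusted p = 1.05e-05), as did all 37 proteasome genes (median 0.93, camera adjusted p = 5.84e-13), including the proteasome adaptor *ECM29* (2.04 ± 0.19) and *RPN12* (1.42 ± 0.14). Of 22 genes of ubiquitin handling 13 rose, *UBI4*, the stress polyubiquitin gene, by 3.09 ± 0.23 and *DDI1* by 2.16 ± 0.15, and these were the 3 lists still called with an estimated correlation, each at adjusted p = 0.0496. All 37 Msn2/4 stress genes rose (median 4.08, adjusted p = 0.120 with an estimated correlation), and 20 of 27 chaperone genes rose, the small heat shock protein gene *HSP26* by 4.71 ± 0.51, *HSP30* by 4.69 ± 0.64 and the Hsp70 gene *SSA4* by 4.68 ± 0.38 (adjusted p = 0.120 with an estimated correlation). Damage-inducible genes rose in 9 of 18 cases, among them *MAG1*, a DNA glycosylase, by 3.40 ± 0.20 (camera adjusted p = 0.0169, adjusted p = 0.120 with an estimated correlation). *RFA1* and *RFA2* of RPA rose by 1.95 ± 0.16 and 1.99 ± 0.17, and *SRS2* fell (-1.06 ± 0.16) in a list with adjusted p = 0.120 with an estimated correlation. The RNR pathway list had 7 risen and 1 fallen genes of 11 (adjusted p = 0.120 with an estimated correlation). Every one of the 98 ribosome biogenesis genes fell (median -2.21), as did 20 of 21 RNA polymerase I and III genes, *RPA135* (-2.48 ± 0.22) and *RPA190* (-2.47 ± 0.24), and 79 of 80 ribosomal protein genes (median -1.25), *RPS26B* (-2.69 ± 0.27). Their camera calls became adjusted p = 0.139, 0.165 and 0.136 with an estimated correlation. Amino acid synthesis genes under Gcn4 fell in 34 of 43 cases (36 adjusted over the list alone), *ARG1* (-1.63 ± 0.15) and *ARG8* (-1.63 ± 0.25), pyrimidine synthesis genes in 11 of 14, *URA7* (-2.83 ± 0.26) and *URA1* (-2.21 ± 0.16), and G2/M and M/G1 genes in 24 of 29, *SCW11* (-2.55 ± 0.27), *DSE2* (-2.53 ± 0.18) and *EGT2* (-2.52 ± 0.18) (adjusted p = 0.249, 0.0630 and 0.0796 with an estimated correlation). Respiration genes rose in 32 of 45 cases, *MCR1* by 2.78 ± 0.27 and *SDH2* by 2.43 ± 0.33 (adjusted p = 0.261 with an estimated correlation). Of 15 glycolysis genes 13 fell (median -0.55, adjusted p = 0.435 with an estimated correlation), but the median was 0.10 after quantile normalization. Camera did not call the lists of nucleotide excision repair, checkpoint, oxidative stress, G1/S, methionine, phosphate, iron or sterol genes, although in the iron list 9 of 17 fell, *FET3* (-1.83 ± 0.26) and *FTR1* (-1.60 ± 0.25), and in the methionine list 8 of 15 fell, *SAM2* (-2.09 ± 0.66) and *SAM1* (-1.47 ± 0.21).

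**Figure D2:**
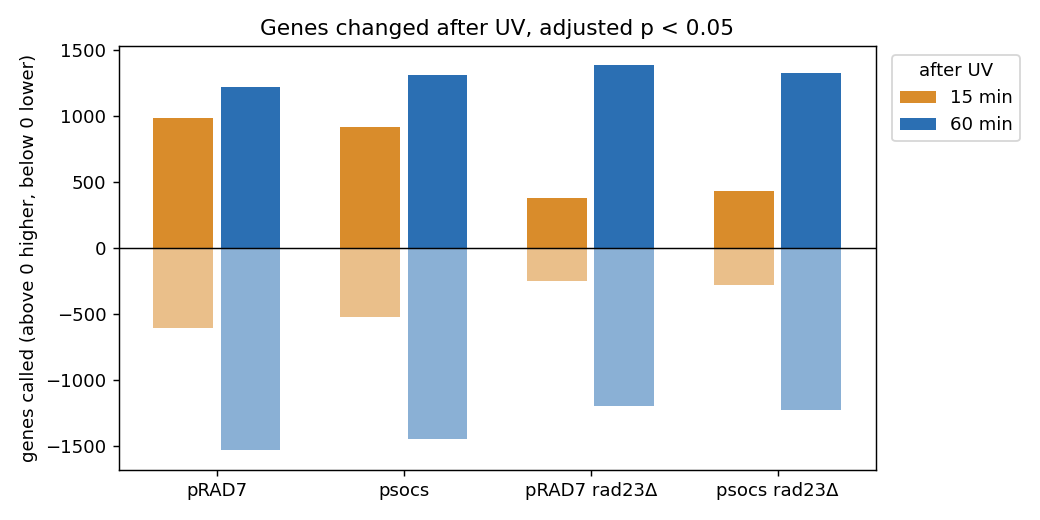
Number of genes called higher (above 0) and lower (below 0) than untreated at an adjusted p under 0.05, for 15 min and 60 min after UV in the 4 strains. At 60 min the totals run from 2546 to 2749, with 1530 and 1441 genes lower in the strains with RAD23 and 1198 and 1222 in those without it, while the 15 min totals are 1584 and 1433 with RAD23 and 626 and 716 without it, where 1 of the 2 arrays of each group showed little stress induction; the share higher at 15 min falls in all 4 strains in the values as deposited.

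The psocs strain addresses what happens when the SOCS-box mutant of Rad7 replaces the wild type. At 15 min *HSP30* rose by 5.97 ± 0.64, *ROQ1* by 5.77 ± 0.40 (adjusted p = 5.76e-10), *RTC3* by 5.56 ± 0.46, *HSP42* by 5.36 ± 0.27 and the nicotinamidase gene *PNC1* by 4.36 ± 0.37, while *AQR1* (-2.75 ± 0.39), *HMT1* (-2.31 ± 0.32), *PMD1* (-2.31 ± 0.20) and the cell wall glucanase gene *SCW11* (-2.12 ± 0.27) fell. *RNR1* fell at 15 min (-0.61 ± 0.15), *RNR4* (0.35 ± 0.10), *DUN1* (0.63 ± 0.15) and *DDR2* (3.62 ± 0.51) rose, and *RNR2* (0.25 ± 0.16) and *RNR3* (0.14 ± 0.22) were not called. At 60 min *RNR3* rose by 3.56 ± 0.22 (adjusted p = 1.78e-11), *RNR2* by 1.18 ± 0.16, *RNR4* by 0.82 ± 0.10, *DUN1* by 1.63 ± 0.15 (adjusted p = 4.38e-09), *RFX1* by 1.34 ± 0.16, *HUG1* by 4.42 ± 0.23, *DDR2* by 4.46 ± 0.51 and *GPG1* by 3.44 ± 0.40, with *RNR1* at 0.02 ± 0.15. *SML1* read -0.48 ± 0.11 and 0.0095 after quantile normalization. *SOL4* (6.48 ± 0.41), *RTC3* (6.38 ± 0.46) and *EGO4* (5.61 ± 0.48) had high rises, and *AAH1* (-4.38 ± 0.35), *DBP2* (-4.24 ± 0.24, adjusted p = 5.15e-12), *RPL7B* (-4.01 ± 0.38), *UTP20* (-3.73 ± 0.26) and the helicase gene *DBP3* (-3.63 ± 0.26) deep falls. Limma called 1433 genes at 15 min, 911 higher and 522 lower, and 2748 at 60 min, 1307 higher and 1441 lower. At 15 min 35 of 37 Msn2/4 genes rose, and of the 12 lists that camera called at 15 min 0 held with an estimated correlation. At 60 min all 9 Crt1-regulated and all 37 proteasome genes rose (camera adjusted p = 1.34e-05 and 4.50e-13, each adjusted p = 0.0408 with an estimated correlation). All 98 ribosome biogenesis genes and 79 of 80 ribosomal protein genes fell at 60 min (medians -2.39 and -1.24, each adjusted p = 0.126 with an estimated correlation). The share of called genes that were higher went from 63.6% to 50.5% at 15 min, and from 47.6% to 59.3% at 60 min, in the values as deposited.

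Whether the mutation changed the response was tested directly as the psocs response minus the pRAD7 response. A percent of the pRAD7 response is the fold change after UV in the other strain divided by that in pRAD7. At 60 min *RNR1* was at 97.1% of the pRAD7 response (95% confidence interval 71.7 to 131), *RNR2* at 105% (76.3 to 143), *RNR3* at 94.2% (60.4 to 147), *RNR4* at 110.4% (89.8 to 136) and *DUN1* at 118% (86.6 to 160.4), and at 15 min *RNR3* was at 59.8% (38.4 to 93.1). None of these 10 values (5 genes at 15 and 60 min) was called, also when adjusted over the 10 alone. Limma called 0 genes at either time, with 37 genes at 15 min and 35 at 60 min under an unadjusted p of 0.05, fewer than the 212 that the number of tests alone would give. Such a shortfall may mean that the p-values run high for this comparison. It is no evidence that the responses are equal. Camera called 0 lists at 15 min and 6 at 60 min, none of them with an estimated correlation, the one with the smallest adjusted p being ribosome biogenesis (median -0.19, adjusted p = 6.21e-10, adjusted p = 0.664 with an estimated correlation). In simulated data 14.9% of 1.5-fold, 49.3% of 2-fold and 95.5% of 4-fold differences between these responses at 60 min were called. Between the untreated psocs and pRAD7 strains *RAD7* itself was the only gene called (-3.80 ± 0.23, adjusted p = 1.50e-10), with 61 genes under an unadjusted p of 0.05 and 0 of 24 lists called. With the stricter filter *RAD7* is not tested and 0 genes were called.

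The deletion of *RAD23* was next compared with pRAD7 before UV. Per the paper, a *URA3* marker took the place of *RAD23*. Every comparison of a *rad23*Δ strain with a strain that has *RAD23* thus also differs in *URA3*, and both differences cannot be told apart here. In untreated pRAD7 *rad23*Δ cells *CDC45*, a subunit of the replicative helicase, was higher by 1.04 ± 0.19 (adjusted p = 0.00512), the flap endonuclease gene *RAD27* by 0.85 ± 0.20, *RFA1* by 0.75 ± 0.18, *RFA2* by 0.77 ± 0.19, the mismatch repair gene *MSH6* by 0.73 ± 0.15, the arabinose dehydrogenase gene *ARA1* by 1.11 ± 0.25, the telomerase RNA gene *TLC1* by 0.88 ± 0.19 and *RDN37-1*, a ribosomal RNA gene, by 1.10 ± 0.16 (adjusted p = 5.32e-04). *RNR1* was higher by 0.66 ± 0.17 (adjusted p = 0.0492; a centred signal of 1792 ± 230, SD, n = 2, against 1129 ± 85.5, SD, n = 3), a call that ended without any one of the 3 pRAD7 arrays (adjusted p up to 0.137) or without pRAD7 *rad23*Δ replicate 1 (adjusted p = 0.512). Lower were *RAD23*, the zinc-regulated wall gene *ZPS1* (-3.12 ± 0.44, adjusted p = 4.41e-04), the urea transporter gene *DUR3* (-2.30 ± 0.33), the methylenetetrahydrofolate reductase gene *MET13* (-1.92 ± 0.27), the amino acid permease gene *AGP1* (-1.84 ± 0.33), the ammonium permease gene *MEP2* (-1.42 ± 0.31), the nitrogen regulator *GAT1* (-1.40 ± 0.29) and *URA1* (-1.15 ± 0.18). Limma called 51 genes, 27 higher and 24 lower. The count was 21 without pRAD7 replicate 1, 10 without pRAD7 *rad23*Δ replicate 1 and 133 without pRAD7 *rad23*Δ replicate 2. G1/S genes were higher (7 of 29 called, 21 adjusted over the list alone, median 0.60, camera adjusted p = 9.70e-13, adjusted p = 0.0969 with an estimated correlation). The median of amino acid synthesis genes was -0.41 (2 of 43 called lower, 11 adjusted over the list alone). That of methionine and sulfur genes was -0.64 (2 of 15, 10 adjusted over the list alone). Neither list was called by camera with an estimated correlation (adjusted p = 0.0969 each). Camera called 12 lists at the preset correlation. In the pyrimidine list the median (0.02) and the test pointed in opposite directions, and its adjusted p was 0.225 with an estimated correlation.

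In untreated psocs *rad23*Δ cells the proteasome adaptor gene *ECM29* was higher than in pRAD7 by 1.46 ± 0.21 (adjusted p = 6.09e-04), the alkylation glycosylase gene *MAG1* by 1.06 ± 0.22, *RFA1* by 0.82 ± 0.18, the cyclophilin gene *CPR6* by 0.79 ± 0.15, the isocitrate dehydrogenase gene *IDH2* by 0.70 ± 0.16 and *PRE8*, a proteasome core subunit, by 0.46 ± 0.10. Lower were *RAD23*, *RAD7* (-4.22 ± 0.26), *DUR3* (-1.95 ± 0.33), the malate dehydrogenase gene *MDH2* (-1.51 ± 0.32), the uridine permease gene *FUI1* (-1.35 ± 0.28), the dihydroorotate dehydrogenase gene *URA1* (-1.32 ± 0.18, adjusted p = 3.11e-04), *MET13* (-1.29 ± 0.27) and *ADD66*, a proteasome assembly chaperone (-0.91 ± 0.19), which was not called without pRAD7 replicate 1 or 2 or psocs *rad23*Δ replicate 2 (adjusted p from 0.0815 to 0.356). *HIS3*, the plasmid marker, was lower as well (-0.62 ± 0.13). Of 22 genes called, 9 were higher and 13 lower, with 532 under an unadjusted p of 0.05. The count fell to 7 without pRAD7 replicate 1, 14 without replicate 3, 7 without psocs *rad23*Δ replicate 1 and 8 without replicate 2. Proteasome genes were higher as a list (2 of 37, 10 adjusted over the list alone, median 0.35, camera adjusted p = 1.22e-11, adjusted p = 0.0706 with an estimated correlation), and camera called 15 lists, none with an estimated correlation.

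Between both *rad23*Δ strains before UV, 4 genes were called: *RAD7* (-3.40 ± 0.28, adjusted p = 9.69e-08) and *ADD66* (-1.18 ± 0.21, adjusted p = 0.0168) were lower in psocs *rad23*Δ, and *ECM29* (1.27 ± 0.23) and the steryl-beta-glucosidase gene *EGH1* (1.05 ± 0.19), named after its values were seen, higher, with 158 under an unadjusted p of 0.05. *ECM29* had a centred signal of 521 ± 47.7 (SD, n = 2) in untreated psocs *rad23*Δ, against 220 ± 60.5 (SD, n = 2) in pRAD7 *rad23*Δ and 192 ± 35.5 (SD, n = 3) in pRAD7. Its call ended without pRAD7 *rad23*Δ replicate 1 (0.99, adjusted p near 1) or either psocs *rad23*Δ array, and that of *ADD66* without pRAD7 *rad23*Δ replicate 1 or psocs *rad23*Δ replicate 2 (-1.10 and -0.80). The count was 2 without pRAD7 *rad23*Δ replicate 1, 11 without replicate 2, 2 without psocs *rad23*Δ replicate 1 and 1 without replicate 2. Camera called 10 lists and none with an estimated correlation, among them proteasome genes (median 0.10, camera adjusted p = 4.60e-05, adjusted p = 0.401 with an estimated correlation).

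The early response of the *rad23*Δ strains was measured on 2 arrays per group. In pRAD7 *rad23*Δ at 15 min *ROQ1* rose by 4.77 ± 0.49, *HSP42* by 4.13 ± 0.33 (adjusted p = 1.90e-08), *BTN2* by 3.72 ± 0.28 and *CUR1*, a sorting factor for misfolded proteins, by 3.24 ± 0.39, while *AQR1* (-2.32 ± 0.48), the transcription activator gene *ASG1* (-2.22 ± 0.26), *RAX2*, a bud site gene (-2.22 ± 0.24), and the translation helicase gene *DED1* (-2.04 ± 0.27) fell. In psocs *rad23*Δ *ROQ1* rose by 4.26 ± 0.49, *BTN2* by 3.77 ± 0.28 (adjusted p = 7.00e-09) and *HSP42* by 3.77 ± 0.33, and *RAX2* (-2.62 ± 0.24), the copper transporter gene *CCC2* (-2.51 ± 0.49) and *HO*, the mating-type switching endonuclease gene (-2.30 ± 0.39), fell. *RNR1* fell in both strains (-0.65 ± 0.18 and -0.54 ± 0.18), *RNR4* rose (0.38 ± 0.12 and 0.39 ± 0.12), *DDR2* rose (2.09 ± 0.62 and 1.92 ± 0.62), and *RNR2*, *RNR3*, *DUN1* and *HUG1* were not called. Limma called 626 genes in pRAD7 *rad23*Δ and 716 in psocs *rad23*Δ. Of 37 Msn2/4 genes 23 and 25 rose (29 each adjusted over the list alone, medians 1.70 and 1.67, adjusted p = 0.486 and 0.637 with an estimated correlation). In each strain 1 array of 2 carried little of the stress response: pRAD7 *rad23*Δ replicate 2 and psocs *rad23*Δ replicate 1 had *DDR2* signals of 719 and 831, against 5252 and 4974 in the other arrays of their groups. The counts were 563 and 912 without these 2 arrays in turn. They were 268 without the other 15 min array (replicate 1) and 396 without untreated replicate 2 in pRAD7 *rad23*Δ, and 138 without the other 15 min array (replicate 2) and 246 without untreated replicate 2 in psocs *rad23*Δ. Of the called genes 59.9% and 60.5% were higher after centring, against 29.0% and 34.5% in the values as deposited.

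At 60 min the *rad23*Δ strains changed about as many genes as the others. In pRAD7 *rad23*Δ *CYC7* rose by 5.48 ± 0.57, *SSA4* by 5.39 ± 0.46, *HSP42* by 5.20 ± 0.33 (adjusted p = 3.69e-11), *HUG1* by 4.60 ± 0.28 and *RNR3* by 3.42 ± 0.27, and *UTP20* (-4.00 ± 0.31), *RPL7B* (-3.83 ± 0.46), the nuclear pore basket gene *MLP2* (-3.63 ± 0.20, adjusted p = 1.33e-11), the glutamate synthase gene *GLT1* (-3.49 ± 0.24) and *TEL1* (-1.77 ± 0.18) fell. *RNR1* fell in this strain (-0.85 ± 0.18, adjusted p = 3.74e-04), whereas *RNR2* (0.98 ± 0.19), *RNR4* (0.76 ± 0.12), *DUN1* (0.70 ± 0.19), *RFX1* (1.59 ± 0.20) and *SML1* (0.52 ± 0.14) rose. In psocs *rad23*Δ *RGI1* rose by 6.17 ± 0.73, *SOL4* by 5.88 ± 0.50, the aldehyde dehydrogenase gene *ALD3* by 5.17 ± 0.45, *SSA4* by 5.32 ± 0.46 and *HUG1* by 3.88 ± 0.28, and the transcription factor gene *HMS2* (-3.90 ± 0.73), *RPL7B* (-3.55 ± 0.46), *AAH1* (-3.44 ± 0.43) and the ribosome assembly GTPase gene *NOG1* (-3.42 ± 0.35) fell. *RNR3* rose by 3.02 ± 0.27 (adjusted p = 9.48e-09), *RNR2* by 0.95 ± 0.19, *RNR4* by 0.85 ± 0.12, *DUN1* by 0.95 ± 0.19 (adjusted p = 1.47e-04), *DDR2* by 4.19 ± 0.62 and *GPG1* by 2.94 ± 0.49, *RNR1* fell (-0.50 ± 0.18, adjusted p = 0.0229) and *SML1* was not called (0.19 ± 0.14). Limma called 2580 genes in pRAD7 *rad23*Δ, 1382 higher and 1198 lower, and 2546 in psocs *rad23*Δ, 1324 higher and 1222 lower. Crt1-regulated genes rose in 8 and 8 of 9 cases (adjusted p = 0.134 and 0.147 with an estimated correlation), and Msn2/4 genes in 35 and 37 of 37 (adjusted p = 0.2996 and 0.196 with an estimated correlation). Ribosome biogenesis genes fell in 84 and 95 of 98 cases (86 in the first strain adjusted over the list alone), and ribosomal protein genes in 36 and 56 of 80 (medians -0.32 and -0.67). With an estimated correlation these became adjusted p = 0.2996 and 0.196, and adjusted p = 0.520 and 0.344.

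**Figure D3:**
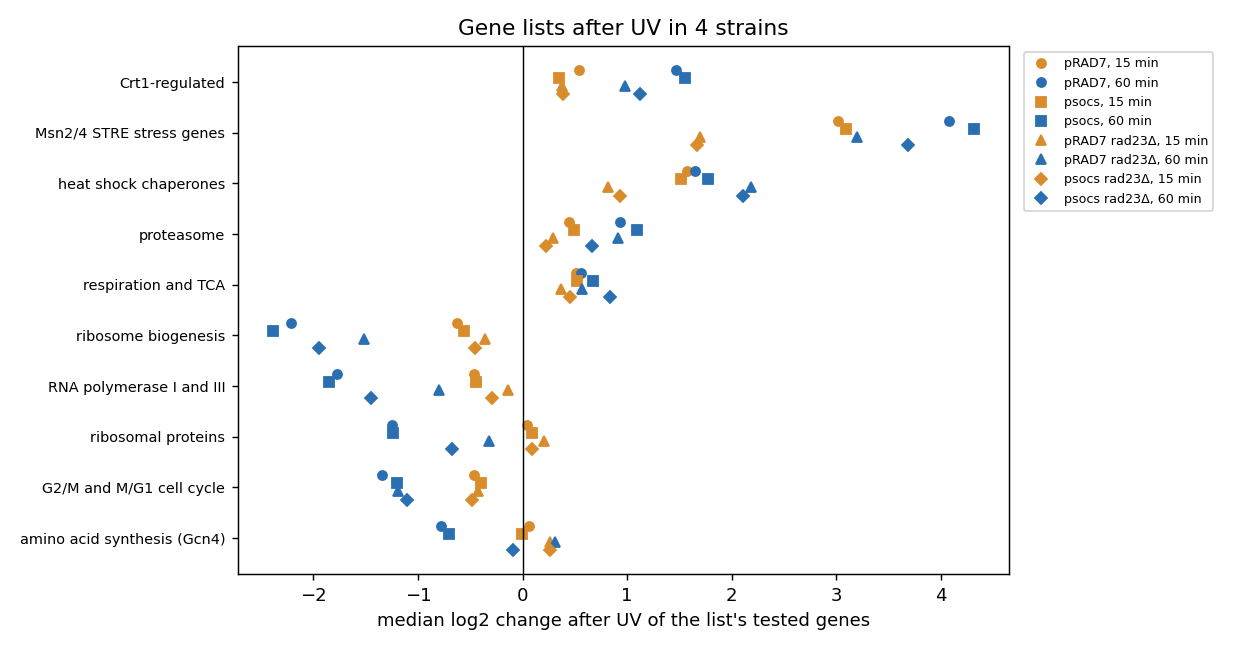
Median log2 change after UV (x axis) of the tested genes of 10 gene lists (y axis), with a symbol for each strain, in orange for 15 min and blue for 60 min. At 60 min the ribosomal protein genes lie at -1.25 and -1.24 in the strains with RAD23 and at -0.32 and -0.67 in the rad23Δ strains; at 15 min they lie near 0, on either side of it depending on the scaling.

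The study asks whether UV induction of the ribonucleotide reductase pathway is lower when both Rad4 ubiquitination and Rad23 are lost. The percents below are ratios of fold changes. *RNR1* did not rise at 60 min in pRAD7 (1.05-fold) and fell in psocs *rad23*Δ (0.71-fold). Its 60 min percent is therefore not a share of an induction. As a percent of the pRAD7 response, the 60 min response of psocs *rad23*Δ was 67.7% for *RNR1* (95% confidence interval 48.3 to 94.9), 89.0% for *RNR2* (62.5 to 126.6), 64.8% for *RNR3* (39.5 to 106), 113% for *RNR4* (89.5 to 142) and 73.7% for *DUN1* (52.2 to 104). At 15 min it was 100.2% for *RNR1* (71.5 to 141), 100.1% for *RNR2* (70.3 to 142), 56.6% for *RNR3* (34.5 to 92.9), 96.1% for *RNR4* (76.3 to 121) and 74.1% for *DUN1* (52.5 to 105). The psocs *rad23*Δ group at 15 min has 2 arrays, and these percents, in the same order, were 99.7, 113.6, 69.3, 98.3 and 86.3 without replicate 1, which showed little stress induction, and 101, 88.2, 46.2, 93.9 and 63.6 without replicate 2. As differences of log2 responses at 60 min these were -0.56 ± 0.24 for *RNR1* (adjusted p = 0.133), -0.17 ± 0.25 for *RNR2*, -0.63 ± 0.35 for *RNR3* (adjusted p = 0.271), 0.17 ± 0.16 for *RNR4* and -0.44 ± 0.24 for *DUN1* (adjusted p = 0.266). Limma called 0 of these 10 values, over all genes or over the 10 alone (smallest adjusted p = 0.131), and 3, all lower in psocs *rad23*Δ, with quantile normalization and in the values as deposited, where the response of *RNR4* at 60 min falls below that of pRAD7 (69.5% with quantile normalization). The 60 min percents above depend on the centring, which raised this difference by the same amount for every gene. Its median over all genes was 0.11 after centring and -0.25 as deposited. Each of the 60 min percents is therefore lower in the values as deposited. In simulated data 10.4% of 1.5-fold differences at 60 min were called over all genes. The lack of calls is therefore no evidence of equal responses. The RNR pathway list as a whole had a median of 0.09 at 60 min while its mean was -0.01 and camera pointed down (adjusted p = 0.654), and the median became -0.47 with quantile normalization and -0.28 in the values as deposited. Compared with pRAD7 *rad23*Δ, psocs *rad23*Δ had 0 of 10 values called. In simulated data 6.0% of 1.5-fold and 43.3% of 2-fold differences between these 60 min responses were called over all genes. This 0 is thus no evidence of equal responses either. For pRAD7 *rad23*Δ against pRAD7, *RNR1* was at 53.0% (37.8 to 74.3) at 60 min and *DUN1* at 61.9% (43.8 to 87.4), the 2 of 10 values called over the 10 alone (adjusted p = 0.00749 and 0.0425). Centred signals of *RNR1* in pRAD7 *rad23*Δ and pRAD7 were 1792 and 1129 untreated, and 991 and 1193 at 60 min. Those of *DUN1* were 123 and 94.2 untreated, and 199 and 246 at 60 min. Part of both differences thus lies in higher untreated levels. With quantile normalization the 60 min differences of *RNR2* (-0.71) and *RNR4* (-0.73, against 0.08 after centring) were called over all genes as well (adjusted p = 0.0226 and 2.21e-04), and as deposited they were -0.56 and -0.34 and not called.

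**Figure D4:**
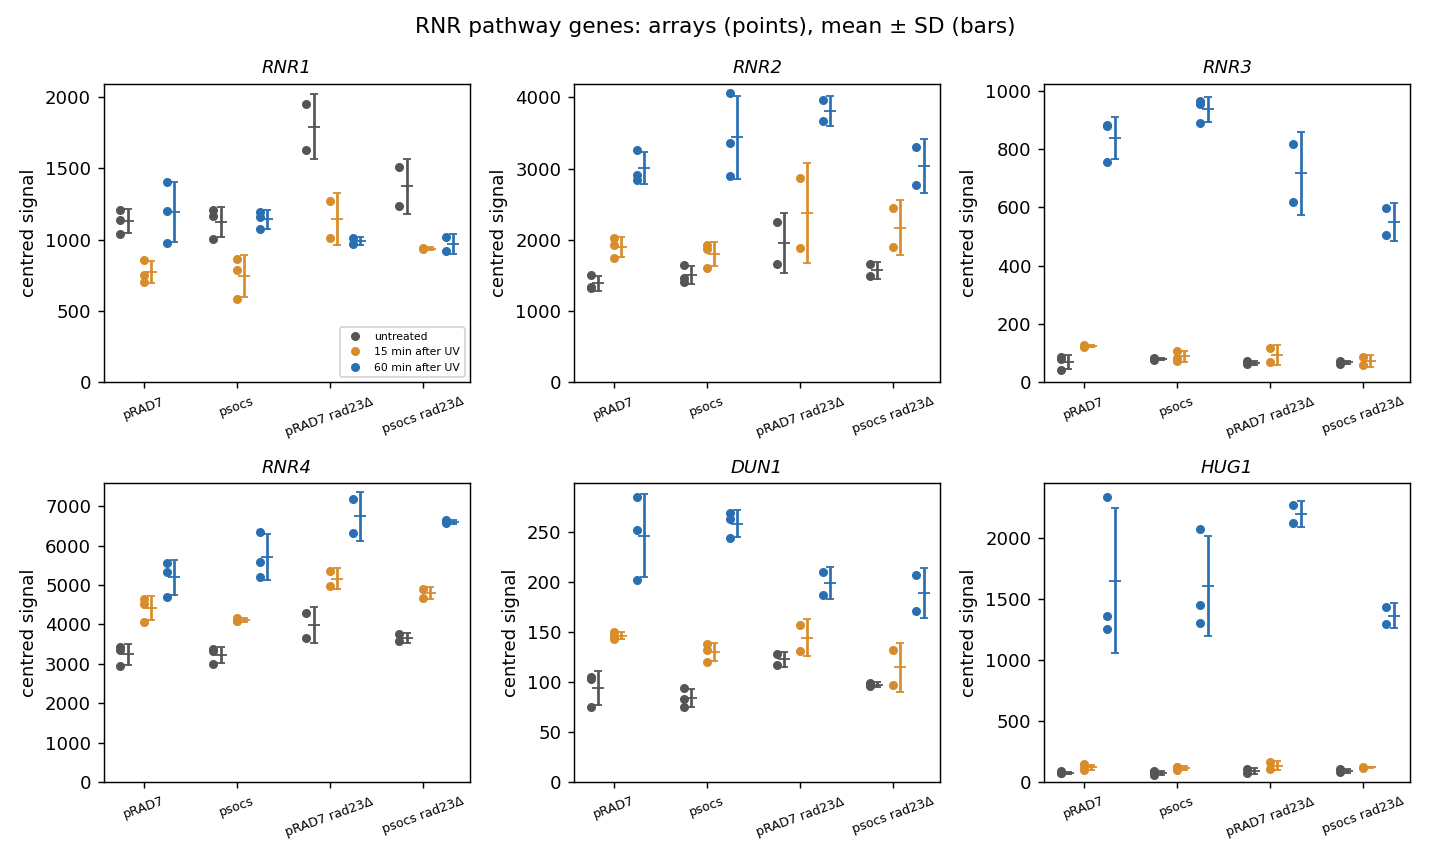
Centred signal (y axis) of RNR1, RNR2, RNR3, RNR4, DUN1 and HUG1 in the 4 strains, untreated, 15 min and 60 min after UV, with a point for each array and bars for the mean ± SD. RNR3 rises from 70.1 to 839 at 60 min in pRAD7 and to 551 in psocs rad23Δ, while RNR1 in the rad23Δ strains starts higher and ends at 991 and 970.

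Beyond this pathway, the 60 min response of psocs *rad23*Δ differed from that of pRAD7 in single genes of several kinds. *SUP19*, a serine tRNA gene, was higher by 2.23 ± 0.43 (adjusted p = 0.00244), the small nucleolar RNA gene *SNR67* by 2.59 ± 0.61 and the tRNA gene *YNCC0001C* by 2.45 ± 0.31 (adjusted p = 1.96e-05). Most of the 10 genes with the highest differences were tRNA genes. *ECM29* rose in pRAD7 but not in psocs *rad23*Δ, a difference of -3.45 ± 0.30 (adjusted p = 2.43e-07), with centred signals at 60 min of 786 ± 96.8 (SD, n = 3) and 201 ± 62.7 (SD, n = 2). The adenylate cyclase gene *CYR1* (-2.06 ± 0.37), *FMP27* (-2.20 ± 0.48), the ribosome quality control helicase gene *SLH1* (-1.98 ± 0.45), the trehalose synthesis gene *TSL1* (-1.92 ± 0.61), *RPO21*, the largest subunit of RNA polymerase II (-1.66 ± 0.23, adjusted p = 8.76e-05), *MAG1* (-1.04 ± 0.31) and the ubiquitin ligase gene *IRC20* (-1.61 ± 0.23) had lower responses. *ARG3* (2.15 ± 0.48), *ARG1* (1.97 ± 0.24), *ARG7* (1.70 ± 0.38) and *CPA1* (1.31 ± 0.25) of arginine synthesis, *MET16* (1.48 ± 0.34) of sulfate assimilation and the ribosomal protein genes *RPL29* (1.17 ± 0.17) and *RPL36B* (1.18 ± 0.25) had higher ones. Among these genes *SUP19*, *YNCC0001C*, *ECM29*, *CYR1*, *FMP27* and *SLH1* rest on probe sets whose names mark shared or incomplete probes. Part of the *TSL1* difference lies in the untreated level. Its centred signals in psocs *rad23*Δ and pRAD7 were 255 and 92.6 untreated, and 1717 and 2388 at 60 min. *SML1* was higher by 0.59 ± 0.18 (adjusted p = 0.0339), but this was -0.024 after quantile normalization and not called when any one of 6 arrays was left out (pRAD7 untreated replicate 3, pRAD7 60 min replicates 2 and 3, psocs *rad23*Δ untreated replicate 1, and either psocs *rad23*Δ 60 min array; 0.37 to 0.62). Limma called 478 genes, 318 higher and 160 lower. The count was 242 without psocs *rad23*Δ untreated replicate 1, 269 without replicate 2, and 216 without the 60 min replicate 1. Of the called genes 66.5% were higher after centring, 37.8% of 442 with quantile normalization and 15.9% of 697 as deposited, where the median of all genes moved by -0.15 and -0.37. Camera called 8 lists, none with an estimated correlation. Amino acid synthesis genes had the higher response (17 of 43, 23 adjusted over the list alone, median 0.68, camera adjusted p = 4.32e-09, adjusted p = 0.414 with an estimated correlation), and so had ribosomal protein genes (28 of 80, 44 adjusted over the list alone, median 0.59, adjusted p = 0.532 with an estimated correlation). Proteasome genes had the lower response as a list (2 lower and 1 higher of 37, median -0.26, camera adjusted p = 7.60e-06, adjusted p = 0.414 with an estimated correlation), with *RPN4* at 0.99 ± 0.32 and *RPN1* at -0.84 ± 0.26.

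**Figure D5:**
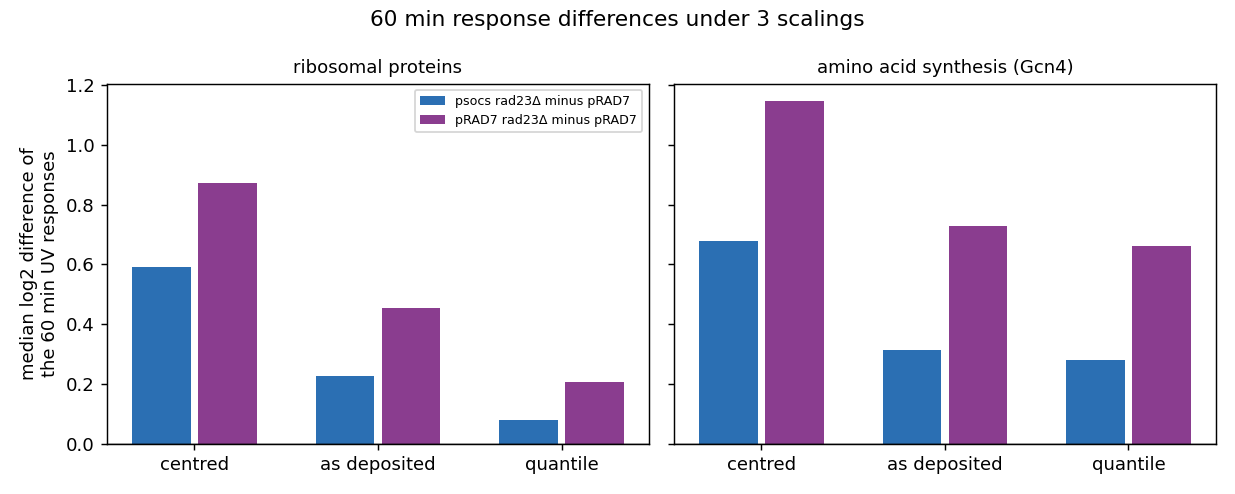
Median difference of the 60 min log2 responses (bars from 0) of ribosomal protein and amino acid synthesis genes, for psocs rad23Δ minus pRAD7 and pRAD7 rad23Δ minus pRAD7, under 3 scalings. No bar changes sign, but the ribosomal protein median for psocs rad23Δ goes from 0.59 after centring to 0.23 as deposited and 0.080 with quantile normalization.

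The response of pRAD7 *rad23*Δ at 60 min was compared with that of pRAD7 in turn. The serine tRNA genes *SUP19* (3.84 ± 0.43) and *SUP16* (3.62 ± 0.26, adjusted p = 3.82e-09), *ZPS1* (3.38 ± 0.62) and the S-adenosylmethionine synthetase gene *SAM2* (3.30 ± 1.04) had higher responses. The value of *SAM2* rests on untreated pRAD7 *rad23*Δ arrays that differ widely (centred signal 741 ± 818, SD, n = 2). That of *ZPS1* lies mostly in the untreated level. Its centred signals in pRAD7 *rad23*Δ and pRAD7 were 996 and 8632 untreated, and 2392 and 2170 at 60 min. Higher as well were the responses of *ARG3* (2.88 ± 0.48), *ARG1* (2.55 ± 0.24), *MET16* (2.40 ± 0.34), the homocysteine synthesis gene *MET17* (1.77 ± 0.54) and *RPS29A* (1.53 ± 0.20). The polarity gene *HBT1* (-3.76 ± 0.50, adjusted p = 9.88e-06), the polyamine transporter gene *TPO2* (-3.62 ± 0.76), the transaldolase gene *NQM1* (-2.98 ± 0.30), *TSL1* (-2.96 ± 0.61), the mitochondrial outer membrane gene *OM45* (-2.68 ± 0.68), the clathrin gene *CHC1* (-2.60 ± 0.25) and *ECM29* (-2.06 ± 0.30) had lower ones. *RNR1* (-0.92 ± 0.24, adjusted p = 0.00544), *DUN1* (-0.69 ± 0.24, adjusted p = 0.0325), *TEL1* (-1.16 ± 0.24) and *GPG1* (-1.73 ± 0.63) had lower responses, and *RFX1* (0.75 ± 0.26, or 0.33 and not called as deposited) and *SML1* (0.93 ± 0.18, or 0.22 and not called with quantile normalization) had higher ones. The calls of *DUN1*, *RFX1* and *GPG1* each ended when any one of 6 arrays was left out, for *DUN1* untreated pRAD7 replicate 1, pRAD7 60 min replicates 1 and 2, either untreated pRAD7 *rad23*Δ array and its 60 min replicate 2 (-0.75 to -0.54). For *RFX1* they were untreated pRAD7 replicate 1, pRAD7 60 min replicates 2 and 3, either untreated pRAD7 *rad23*Δ array and its 60 min replicate 1 (0.62 to 0.82), and for *GPG1* untreated pRAD7 replicates 1 and 3, pRAD7 60 min replicate 1, untreated pRAD7 *rad23*Δ replicate 1 and either of its 60 min arrays (-1.89 to -1.33). Limma called 1274 genes, 789 higher and 485 lower, or 843 without the pRAD7 *rad23*Δ 60 min replicate 2. Of these 61.9% were higher after centring, 39.5% of 1148 with quantile normalization and 21.1% of 1402 as deposited, with shifts of the median gene of -0.18 and -0.42. Amino acid synthesis genes had the higher response (29 of 43, 33 adjusted over the list alone, median 1.15, camera adjusted p = 1.16e-10, adjusted p = 0.434 with an estimated correlation). So had ribosomal protein genes (56 higher and 3 lower of 80, 62 higher adjusted over the list alone, median 0.87, adjusted p = 0.595 with an estimated correlation) and ribosome biogenesis genes (21 of 98, 17 adjusted over the list alone, median 0.72, adjusted p = 0.674 with an estimated correlation). The Msn2/4 stress genes had the lower response (median -0.83, camera adjusted p = 3.47e-04, adjusted p = 0.674 with an estimated correlation).

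The comparison of psocs *rad23*Δ with pRAD7 *rad23*Δ sets both plasmids side by side in cells without Rad23, where the *RAD7* sequence and the *RAD7* signal both differ. At 60 min *HBT1* (3.46 ± 0.55, adjusted p = 0.00466), *NQM1* (2.37 ± 0.33, adjusted p = 9.07e-04), the peroxiredoxin gene *TSA2* (2.34 ± 0.44), *CHC1* (1.30 ± 0.27), *ECM3* (1.97 ± 0.42), *CPP3* (2.43 ± 0.50) and the bud neck gene *BNI4* (1.08 ± 0.23) had a higher response in psocs *rad23*Δ. *SUP16* (-1.40 ± 0.28), the cystathionine gamma-lyase gene *CYS3* (-1.34 ± 0.26, adjusted p = 0.0278) and *EGH1* (-1.29 ± 0.27) had a lower one. These were the 10 genes called, with 481 under an unadjusted p of 0.05, against 212 from the number of tests alone. The count was 2 without untreated pRAD7 *rad23*Δ replicate 1, 27 without its replicate 2, 3 and 4 without untreated psocs *rad23*Δ replicates 1 and 2, 1 without pRAD7 *rad23*Δ 60 min replicate 2, and 2 and 23 without psocs *rad23*Δ 60 min replicates 1 and 2. Of 10 lists called by camera none held with an estimated correlation. Ribosome biogenesis (-0.44) and amino acid synthesis genes (-0.37) had lower and Msn2/4 genes (0.63) higher median responses, each at adjusted p = 0.683 with an estimated correlation.

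At 15 min limma called 0 genes in all 4 differences between responses. Under an unadjusted p of 0.05 there were 143 for psocs *rad23*Δ against pRAD7, 144 for pRAD7 *rad23*Δ against pRAD7 and 53 for psocs *rad23*Δ against pRAD7 *rad23*Δ. Each is fewer than the 212 that the number of tests alone would give, so the lack of calls is no evidence of equal responses. In psocs *rad23*Δ against pRAD7 the Msn2/4 stress genes had the lower response as a list (median -1.22, 7 of 37 called adjusted over the list alone, camera adjusted p = 5.49e-29, adjusted p = 0.128 with an estimated correlation), as in pRAD7 *rad23*Δ against pRAD7 (median -1.13, adjusted p = 0.354 with an estimated correlation). Both rest on groups in which 1 array of 2 showed little induction. The medians of the list in single arrays over untreated were 0.69 and 2.54 in psocs *rad23*Δ and 2.55 and 0.76 in pRAD7 *rad23*Δ. In pRAD7 they were 2.63 to 3.20, so most of both differences comes from the weak arrays. Without psocs *rad23*Δ 15 min replicate 2, 1 gene was called in the first comparison, without untreated psocs *rad23*Δ replicate 1, 1 gene in the comparison of both *rad23*Δ strains, and without pRAD7 *rad23*Δ 15 min replicate 1, 2 genes in the comparison of pRAD7 *rad23*Δ with pRAD7.

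Some genes the study discusses were too dim to be tested. In untreated pRAD7 *PDS1* had a centred signal of 49.1 ± 21.9 (SD, n = 3). *MEC1* went from 119 ± 10.0 to 48.9 ± 8.75 at 60 min, *RAD53* from 32.3 ± 1.85 to 60.0 ± 4.92, *RAD9* from 102 ± 17.2 to 32.5 ± 6.34 and *RAD4* from 66.5 ± 9.89 to 87.9 ± 2.56.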

Values the study reported

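For the induction after UV, the paper gives northern blot induction levels in pRAD7 and in psocs *rad23*Δ of 11.2 and under 1 for *RNR1*, 9.7 and 5.1 for *RNR2*, 19.5 and 10.2 for *RNR3*, 22.3 and 14.7 for *RNR4*, 24.3 and 26.0 for *CRT1*, 1.8 and 9.3 for *SML1*, 35.3 and 5.3 for *DUN1*, and 7.0 and under 1 for *RAD53*. From the arrays the paper puts UV-induced expression of the RNR pathway in psocs *rad23*Δ at around 50–70% of wild type.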

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

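The comparisons, the fits without 1 array and the *rad23*Δ effect with the psocs plasmid were planned. The tests of explanations in this part were chosen after the result was seen, except the test of the scaling for the ribosomal protein genes.

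The 60 min responses differed between strains: 478 genes between psocs *rad23*Δ and pRAD7, 1274 between pRAD7 *rad23*Δ and pRAD7 and 10 between both *rad23*Δ strains. The first 2 comparisons use the same pRAD7 arrays, so their counts are not independent. That these shared arrays alone gave the counts is argued against. With the psocs arrays as control, the 60 min response of psocs *rad23*Δ differed in 398 genes. Of these, 349 were also called with the same sign among the 1274. Among the genes the study discusses, *SML1* differed between psocs *rad23*Δ and pRAD7 by 0.59 (log2), or 0.23 as deposited and -0.024 with quantile normalization, neither called. Between pRAD7 *rad23*Δ and pRAD7 the differences were -0.92 for *RNR1*, -0.69 for *DUN1*, 0.93 for *SML1*, 0.75 for *RFX1*, -1.16 for *TEL1* and -1.73 for *GPG1*. The calls of *SML1* in the first comparison and of *DUN1*, *RFX1* and *GPG1* in the second each ended without any one of 6 arrays. In the second comparison 3 of these moved by over 1.5 times with the scaling: as deposited *DUN1* was at -1.11, *SML1* at 0.51 and *RFX1* at 0.33 (not called), and with quantile normalization *SML1* was at 0.22 (not called).

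An 18S ribosomal RNA control probe set, which entered no gene test, was higher after UV than untreated by 7.49-fold at 15 min and 2.83-fold at 60 min in pRAD7, 11.03-fold and 4.52-fold in psocs, 11.5-fold and 17.5-fold in pRAD7 *rad23*Δ, and 12.6-fold and 17.9-fold in psocs *rad23*Δ. Of 453 tested probe sets with no gene name, 308 were called at 60 min in pRAD7, 88 higher and 220 lower.

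The differences of the 60 min responses went with gene length. Over 4159 protein-coding genes the rank correlation of length with the difference was -0.39 for psocs *rad23*Δ against pRAD7 and -0.41 for pRAD7 *rad23*Δ against pRAD7 (-0.31 and -0.35 with quantile normalization), but -0.033 for psocs against pRAD7. Before UV it was -0.070 for psocs *rad23*Δ and -0.0073 for pRAD7 *rad23*Δ, each against pRAD7. In the shortest 25% of the genes (up to 764 bases) the median differences were 0.32 and 0.42, and in the longest 25% (from 1884 bases) -0.25 and -0.41. Such long genes as *CHC1* and *CYR1* had lower responses, and whether the trend comes from the cells or from the RNA on the arrays was not tested.

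The fall of ribosomal protein genes 60 min after UV was smaller in the *rad23*Δ strains, by a median of 0.59 in psocs *rad23*Δ and 0.87 in pRAD7 *rad23*Δ (log2). The scaling between arrays can account for much of this difference: with quantile normalization the medians were 0.080 in psocs *rad23*Δ and 0.21 in pRAD7 *rad23*Δ. As deposited they were 0.23 and 0.45. There the median of all genes moved down as well, from 0.11 to -0.25 and from 0.15 to -0.27. The share of the scaling stays open in both strains. A level that already differed before UV is argued against, because the difference between the strains at 60 min was at least 1.05 times the difference of responses under each scaling. Gene length stays open for these short genes: against other genes of the same length, 0.68 and 0.71 of their excess over all genes remained after centring, and 0.18 or less (-0.034 at the lowest) with quantile normalization. For amino acid synthesis genes the medians were 0.68 and 1.15, or 0.31 and 0.73 as deposited and 0.28 and 0.66 with quantile normalization. Gene length is argued against for them, since at least 0.992 of their excess remained. How far their lower level before UV accounts for the difference stays open, since the difference at 60 min was as little as 0.248 of the difference of responses (psocs *rad23*Δ, quantile normalization). A batch of the 60 min *rad23*Δ arrays cannot be told apart from the strain, as 0 arrays carry a batch label, and an effect of Rad23 on the later phase of the UV response stays open and untested.

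In 2 arrays of the *rad23*Δ strains at 15 min, pRAD7 *rad23*Δ replicate 2 and psocs *rad23*Δ replicate 1, the Msn2/4 stress genes had risen by medians of 0.76 and 0.69 (log2), against 2.55 and 2.54 in the other arrays of these groups. A mislabelled strain is argued against, since 0 of the 2 arrays had a *RAD7* signal on the wrong side. A mislabelled untreated array is argued against as well: 0 of the 2 had an 18S signal within the untreated range of 125 to 337, at 2999 and 2509. The difference between the arrays of a group correlated with the 15 min response of pRAD7 at 0.46 and 0.68 across genes (genes are not independent replicates), and both differences with each other at 0.76. A less advanced UV response in these cultures may account for this, but with 1 such array per group nothing here decides it.

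The *RAD7* signal was 14.7-fold lower with the psocs plasmid than with the pRAD7 plasmid. A mislabelled sample is argued against, as 0 of the 30 arrays lay out of place, and so is a loss of signal for repair genes in general, since the other nucleotide excision repair genes differed by a median of 0.012 (log2) between untreated psocs and pRAD7. A sequence change under the probes could lower the signal without lowering the transcript, and so could a lower level of the mutant transcript. The fold of 14.7 alone does not separate them, since the positions of the mutations relative to the probes were not analysed here.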

How the results depend on the processing

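Chosen after the data were seen were the values as deposited, the fit without 2 arrays and the crossed replicate block, while all other alternatives were planned.

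Dropping the filter or the floor kept every count of genes within 1.5 times its value. With the stricter filter, which tests fewer genes, the count at 15 min in psocs was 954, in untreated psocs against pRAD7 0 (*RAD7* is then not tested), in untreated psocs *rad23*Δ against pRAD7 *rad23*Δ 2, and in their 60 min responses 5. A fit to only the groups compared, with fewer arrays to estimate the spread, gave 11 genes at 15 min in pRAD7 *rad23*Δ and 67 in psocs *rad23*Δ. Untreated, it gave 16 for pRAD7 *rad23*Δ and 38 for psocs *rad23*Δ, each against pRAD7, and 1 between both. With the replicate block, untreated psocs *rad23*Δ against pRAD7 had 38. Among the comparisons, all groups involved were paired by replicate number only for untreated psocs with pRAD7 and for psocs at 60 min. There the block gave 1 and 2768 genes. Arrays of pRAD7 and psocs with the same number were also paired at 15 min (correlations from 0.28 to 0.60) and at 60 min (0.21 to 0.36). The main fit ignored this pairing. With the block, the psocs response against the pRAD7 response had 0 genes called at 15 and 60 min. The block fits each replicate number as an effect common to all groups, although equal numbers ran opposite in others. Between both *rad23*Δ groups at 15 min the correlation was -0.76. It therefore cannot take up the pairing of pRAD7 with psocs in full, and this 0 does not show that ignoring the pairing was harmless. A block crossed with strain gave 16 for the 60 min responses of psocs *rad23*Δ against pRAD7 *rad23*Δ.

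As deposited, untreated pRAD7 *rad23*Δ had 82 genes and untreated psocs *rad23*Δ 48 against pRAD7, the 60 min responses of both *rad23*Δ strains differed in 21, and 3 of the 10 ribonucleotide reductase values were called. Quantile normalization gave 44 for untreated psocs *rad23*Δ against pRAD7 and also 3 of the 10 values. Without the 2 arrays of weak stress induction, the counts were 151 for untreated pRAD7 *rad23*Δ, 76 for untreated psocs *rad23*Δ and 24 for the 60 min responses of both *rad23*Δ strains. The comparisons behind the counts without the 2 arrays do not use these arrays, so their log2 changes stay the same. Only the estimate of the spread, which limma pools over all groups, differs there. For the other counts of this paragraph the cause was not tested. Of 184 list calls 6 held with an estimated correlation, which widens the test for lists whose genes move together.

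These results reversed with quantile normalization (log2): at 60 min in pRAD7 *SML1* 0.20, *ACT1* 0.22, *HIS3* 0.21, *TDH3* 0.050, *PDC1* 0.063, *CDC19* 0.082, *TPI1* 0.083, *MF(ALPHA)1* 0.16 and the glycolysis list 0.10. At 60 min in psocs they were *SML1* 0.0095, *ACT1* 0.20, *HIS3* 0.14, *ENO2* 0.018, *FBA1* 0.040, *CDC19* 0.039 and *MF(ALPHA)1* 0.20. In the 60 min response of psocs *rad23*Δ against pRAD7 they were *RNR4* -0.53 (69.5% of pRAD7), *SML1* -0.024 and the glycolysis list -0.093, and in that of pRAD7 *rad23*Δ *RNR4* -0.73 and *SSA2* -0.011. Without the 2 arrays the 15 min response of psocs *rad23*Δ against pRAD7 reversed for ribosome biogenesis (-0.13) and respiration (0.12). The cause was not tested.

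Leaving out 1 array at a time gave 1182 to 1441 genes at 15 min and 2536 to 2602 at 60 min in pRAD7, 1042 to 1280 and 2538 to 2669 in psocs, 268 to 563 and 2119 to 2251 in pRAD7 *rad23*Δ, and 138 to 912 and 2072 to 2266 in psocs *rad23*Δ. Untreated, it gave 1 to 1 for psocs, 10 to 133 for pRAD7 *rad23*Δ and 7 to 20 for psocs *rad23*Δ against pRAD7, and 1 to 11 between both *rad23*Δ strains. For the responses at 15 and 60 min it gave 0 to 1 and 216 to 445 for psocs *rad23*Δ against pRAD7, 0 to 1 and 1 to 27 for psocs *rad23*Δ against pRAD7 *rad23*Δ, 0 to 2 and 843 to 1198 for pRAD7 *rad23*Δ against pRAD7, and 0 to 0 for psocs against pRAD7 and for the ribonucleotide reductase values of psocs *rad23*Δ against pRAD7. Where 1 array of a *rad23*Δ group was left, limma assumes that it varies like the other groups.

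Of the values of single genes, with quantile normalization 2886 kept direction and call, 127 lost the call, 51 gained one, 74 changed sign without a call in either setting and 19 reversed with a call in at least 1. As deposited these were 2892, 124, 79, 66 and 0, and when arrays were left out 19986, 1092, 134, 871 and 0. Signal over background limits the dim genes: 7.36% to 12.4% of probe sets per array were at the floor.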

Other observations

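The correlation of both *rad23*Δ effects and the counts over other splits of the arrays were planned, and the transfer RNA genes were singled out after their values were seen.

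Of 58 tested transfer RNA genes, 46 were called higher and 1 lower at 15 min in pRAD7 (median log2 change 0.75), 42 and 0 in psocs (0.83), 18 and 0 in pRAD7 *rad23*Δ (0.34) and 19 and 0 in psocs *rad23*Δ (0.59). At 60 min 1 was higher and 25 lower in pRAD7 (-0.43, with 3 and 6 in the values as deposited) and 2 higher and 5 lower in psocs (-0.19, with 5 and 0 as deposited). At 60 min 55 were higher in pRAD7 *rad23*Δ (1.96) and 50 in psocs *rad23*Δ (0.97), with 0 lower. In the difference of the 60 min responses against pRAD7, 55 were higher for pRAD7 *rad23*Δ (2.56, with 50 as deposited and 55 with quantile normalization) and 51 for psocs *rad23*Δ (1.49, with 34 and 51). In the latter they ranged from 0.72 to 2.49, against a median of 0.10 for all other genes. Before UV 0 were called in any of the 4 comparisons. The 18S ribosomal RNA control signal was also high on these arrays, at 17.5-fold and 17.9-fold over untreated at 60 min in the *rad23*Δ strains against 2.83-fold and 4.52-fold in pRAD7 and psocs, and a change in the RNA make-up or the labelling of these samples was not tested. Transfer RNA genes with the largest differences rest on probe sets whose names mark shared or incomplete probes. In pRAD7 *rad23*Δ, *YNCK0005C*, *YNCJ0002C* and *YNCB0018W* read 602, 614 and 615 untreated, and 4295, 4334 and 4747 at 60 min. The counts may therefore repeat a shared signal under several gene names.

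The proteasome adaptor gene *ECM29* had centred signals of 192 ± 35.5 in untreated pRAD7 and 786 ± 96.8 at 60 min (SD, n = 3), 226 ± 48.6 and 751 ± 114 in psocs (SD, n = 3), 220 ± 60.5 and 215 ± 26.8 in pRAD7 *rad23*Δ and 521 ± 47.7 and 201 ± 62.7 in psocs *rad23*Δ (SD, n = 2). The name of its probe set marks shared or incomplete probes. In the 60 min response of psocs *rad23*Δ against pRAD7, 176 of 453 tested probe sets with no gene name were called, 169 of them higher. The 3' to 5' ratio of *ACT1* ranged from 0.773 to 1.37 over the arrays and that of the TBP gene *SPT15* from 2.13 to 9.67. The 0.773 and the 9.67 are both of psocs 60 min replicate 1, against 1.22 and 1.23, and 3.03 and 2.89, in the other arrays of its group. Without it, 2642 genes were called at 60 min in psocs and 0 in the difference of this response from that of pRAD7.

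One hypothesis was that deleting *RAD23* changes the 60 min response in the same genes with either plasmid. The effect with the pRAD7 plasmid (pRAD7 *rad23*Δ minus pRAD7) and the effect with the psocs plasmid (psocs *rad23*Δ minus psocs) use separate arrays and share no controls. Across genes they correlated at 0.81 (Spearman 0.80), although genes are not independent replicates. Of 1274 and 398 genes called, 349 were called in both with the same sign, where 61.1 would be by chance, and 0 with opposite signs. No shared effect is argued against by the 0.81, whereas a difference in when or how both sets of *rad23*Δ arrays were made would give the same picture and may account for it. The *URA3* marker, which both *rad23*Δ strains carry, cannot be told apart from the deletion either.

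The arrays of 2 groups were also split in every other way into groups of the same sizes. For 3 arrays against 3 there are 10 splits, too few for a share under 0.05. At 15 min in pRAD7, 1 of the 10 splits, the real one, gave as many genes (1584, highest other 0), at 60 min in pRAD7 also 1 (2749, highest other 0), at 15 min in psocs 1 (1433, highest other 1) and at 60 min in psocs 1 (2748, highest other 22). For untreated psocs against pRAD7, 2 of the 10 gave as many (1, highest other 1). For the psocs response against the pRAD7 response the real count was 0 at 15 and 60 min, so that 100 of 100 drawn splits had to reach it (highest other 4 and 2), and this count of splits says nothing about chance.

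On the arrays, the 60 min fold change in pRAD7 was 1.05 for *RNR1*, 2.17 for *RNR2*, 12.5 for *RNR3*, 1.60 for *RNR4* and 2.62 for *DUN1*. The northern blots of the study, a different assay with a scale of its own, gave a higher number in pRAD7 for each of these genes.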
